A study of Drosophila melanogaster with 3 samples.

How the data were processed

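Small RNA was sequenced from whole heads of adult Drosophila melanogaster males. Per the labels, the pan-neuronal driver nSyb-GAL4, held in check by the temperature-sensitive repressor tub-GAL80ts, drove either a form of the RNA-binding protein Sex-lethal named Sxl-RAC or the red fluorescent protein mCherry, whose transgene sits at the attP2 landing site and which served as control. Flies were raised at 18 °C and moved to 29 °C after eclosion for 4 days, the temperature at which the repressor no longer acts. Per the labels' protocols, RNA was extracted with Trizol and treated with DNase, and small RNA libraries were prepared commercially with a kit for Illumina sequencing. The labels list 3 Sxl-RAC samples. Control libraries appear only inside the authors' comparison.

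The values analysed were those of a table of the authors' own comparison of Sxl-RAC with the attP2 control, made with DESeq2, per the file's name. It has 1 row per gene for 3546 noncoding genes and no column per sample. The base mean, per the file headers, is a signal averaged over all libraries the authors compared, that is read counts divided by size factors, and is called the mean normalised count here. The deposited effect is a log2 fold change with its standard error, also in log2 units. The deposited Wald statistic is a score, the log2 fold change divided by its standard error, and recomputing that ratio gave the same values to within 2.32e-08. The deposited p-value is that of the Wald test, and the adjusted p-value is the authors' as well. The aligner, the counting rules, the genome build, the annotation and whether counting used strand are not stated. The direction, Sxl-RAC over control, was taken from the file's name. Sxl itself is not a row of the table, so no gene of known change was at hand to check that direction.

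Gene identifiers were matched to the Ensembl release 115 annotation of build BDGP6.54, which supplied symbols, coordinates and classes for 3545 of the 3546 rows. The remaining row had no reads. Coordinates are those of this annotation, 1-based, since the authors' build is unknown. Genes were sorted into microRNA, nuclear tRNA, mitochondrial tRNA, small nucleolar RNA (snoRNA), small nuclear RNA (snRNA), ribosomal RNA, other noncoding RNA, and products of RNA polymerase III other than tRNA (5S rRNA, U6, 7SK, 7SL and the RNA parts of RNase P and RNase MRP).

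The table was first tested for how it had been assembled. Benjamini-Hochberg adjustment within 6 annotation classes (microRNA, other noncoding RNA, rRNA, snRNA, snoRNA and tRNA) gave the deposited adjusted p to within 1% for all 1128 genes that have one, against 666 genes when the adjustment ran over all classes at once. Each class is therefore treated as a separate run of the authors' test, with size factors of its own. Size factors computed within a class place the typical gene of that class near a log2 fold change of 0, whatever the class as a whole did. The class medians planned before the data were examined, and their percentiles among random gene lists, are void as tests of a shift of a whole class for that reason, and are given as descriptions only.

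Size factors were then recovered for 4 of the runs. The mean normalised count of a gene with few reads is a sum of whole reads, each worth a fixed amount in its library. All distinct mean counts under 0.95 in a run were written as such sums with up to 11 reads per gene and a tolerance of 1.2e-08. With 6 libraries, all 35 values of the microRNA run, 105 of the other noncoding RNA run, 20 of the snoRNA run and 33 of the tRNA run could be written that way. With 1 library fewer the numbers were 28, 79, 16 and 25, and of 100000 random values per run at most 0.003% could. The rRNA and snRNA runs hold too few such values and were left on their own scale. The authors' fold changes of the same genes state which recovered libraries formed the numerator: of all divisions of the 6 libraries, 1 with 3 Sxl-RAC and 3 control libraries followed the deposited fold changes best in each run, with a correlation across genes of 0.977 to 0.987, against at most 0.823 for the next division. Recovered libraries carry no replicate number and are not tied to a listed sample. The difference between runs in the mean log2 size factor of the arms gives the constant that moves a run onto the scale of the microRNA run. This rescaling was chosen after seeing the data. The same reads counted in 2 runs, as microRNAs and as longer noncoding genes on either strand around them, gave an independent check. On simulated counts for 446 genes modelled on the other noncoding RNA run and 293 modelled on the tRNA run, the procedure found all 6 libraries and their factors. The error was at most 1.01e-07%. The microRNA and snoRNA runs were not simulated. In a simulated list of 60 genes moved by a known amount, the median lay at percentile 100 of random lists.

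A gene is named called where the authors' adjusted p, from DESeq2's Wald test with their adjustment within the class, is under 0.05. No model was fitted anew, as the table has no counts per sample. Class medians have 95% bootstrap intervals over genes (2000 draws) and percentiles among 10000 random gene lists matched on mean count in 10 bins. Genes are not replicates, so these describe the libraries at hand. Calls among nuclear tRNA genes were set against those among all other genes with Fisher's exact test, two-sided, across genes. Mitochondrial and nuclear tRNA, which share a run, were compared by a two-sided permutation test over genes with 100000 resamples. The named genes follow a rule set before the data were examined: the 5 called genes with the largest positive and the 5 with the largest negative log2 fold change, the nuclear tRNA gene with the smallest adjusted p in each direction, Sxl, roX1, roX2, bantam, mir-124 and let-7. Any other gene named was chosen after its values were seen.

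Alternatives planned before the data were examined were adjusted p thresholds of 0.1 and 0.01, a minimum absolute log2 fold change of 1, minimum mean counts of 10 and 100, 1 adjustment over all classes, re-centring on the median of all genes, means weighted by the inverse square of the standard error, 1 value per tRNA anticodon family, and random lists without matching. The microRNA scale, the comparison of mitochondrial with nuclear tRNA with its alternatives, and Fisher's test against other genes of at least 10 mean counts were added later. Total reads per library cannot be read from pooled values, so depth is given as mean normalised counts and precision as the authors' standard errors. Genes with identical copies, such as tRNA genes, and genes lying inside or opposite other genes share reads in ways the counting rules, which are not stated, would settle, and are uncertain as single genes. The work used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.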

Results

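The small RNA of adult male heads was compared between flies whose neurons expressed Sxl-RAC and flies whose neurons expressed mCherry. Sex-lethal (Sxl) is the RNA-binding switch protein of Drosophila sex determination, and Sxl-RAC is the name the labels give to the form expressed here. The series addresses whether Sxl promotes the making of tRNA by RNA polymerase III in male neurons. The labels list 3 Sxl-RAC samples, and the authors' comparison holds 6 libraries, 3 of each arm, as recovered from its smallest values. Of 3546 noncoding genes in the authors' deposited table, 1379 had reads, 1128 had an adjusted p and 529 reached a mean normalised count of 10. Neither protein-coding genes nor Sxl are listed in it.

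Mean normalised counts in the authors' deposited table summed to 3588833 over all genes, with each class on its own scale. Ribosomal RNA held 60.5% of the sum, of which 99.6% lay in 2SrRNA:CR45864, the very short 2S rRNA of flies. Transfer RNA held 16.1%, microRNA 12.5% and other noncoding RNA 10.7%, while snoRNA held 0.281% and snRNA 0.0288%. Much of the other noncoding RNA sum repeats microRNA reads. In that run lncRNA:CR46006 held 63.1% of the counts, with a mean count of 241609 against 244708 for mir-276a inside its exon. Single genes and families dominated within classes: mir-276a held 54.7% of microRNA counts, and the Glu-CTC family held 66.4% of the counts of nuclear tRNA genes with a mean count of at least 10. The depth of the libraries was uneven. In the microRNA run the largest recovered size factor was 2.37 times the smallest, and in the tRNA run it was 3.51 times the smallest. Among genes with a mean count of at least 10, the authors' median standard error of the log2 fold change was 0.12 for tRNA, 0.15 for microRNA, 0.25 for other noncoding RNA, 0.26 for rRNA, 0.28 for snoRNA and 0.33 for snRNA.

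In the authors' deposited table, 58 genes had an adjusted p under 0.05 by DESeq2's Wald test, 38 higher and 20 lower in Sxl-RAC heads. Their changes were mostly small, with a median absolute log2 fold change of 0.33, and 3 of them reached 1. Of the 58 calls, 32 were tRNA genes (23 higher, 9 lower), 18 were microRNAs (11 higher, 7 lower), 4 were other noncoding RNAs (3 higher, 1 lower), 3 were snoRNAs (1 higher, 2 lower) and 1 was an rRNA, lower. No snRNA was called among 30 tested, and none had an unadjusted p under 0.05. These directions hold relative to each class, because each class had been scaled by itself. With all recovered runs on the microRNA scale and the Wald p recomputed, 116 genes passed, 12 higher and 104 lower, so that the higher share of the calls went from 65.5% to 10.3%. Of the 58 genes called in the deposited table, 32 were also called in the same direction on the microRNA scale. These include the 18 microRNAs and the 1 rRNA, whose values were not moved and whose calls could not change.

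**Figure D1:**
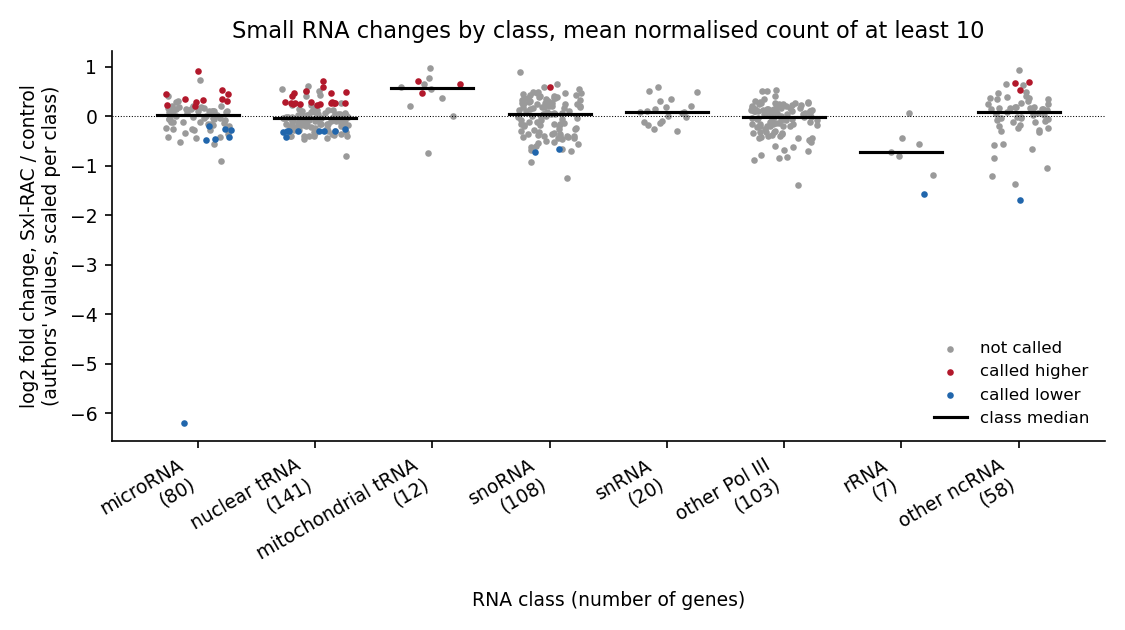
Each point is a gene with a mean normalised count of at least 10, placed by RNA class and by its log2 fold change, Sxl-RAC over control, in the authors' deposited table. Red and blue points have an adjusted p under 0.05, black bars are class medians, and numbers of genes are in parentheses. Each of the 6 runs was scaled by itself, so bars near 0 carry no information on a class as a whole; mitochondrial tRNA, in the same run as nuclear tRNA, lies above it, and mir-986 is the single point near -6.

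The separate scales could be seen in reads that the authors had counted in 2 runs. Many microRNAs lie within the span of a longer gene that is listed in the other noncoding RNA run, and in 22 such pairs both had the same mean count to within 10%. In 20 of the pairs the longer gene, here called the host, was on the same strand as the microRNA, and in 2 (mir-133 and mir-87) on the opposite strand. In these pairs the deposited log2 fold change of the host exceeded that of the microRNA by a median of 0.23, with a standard deviation of 0.02 across pairs. In the 15 pairs with a mean count of at least 100 the excess ran from 0.22 to 0.24. The recovered size factors, obtained from other genes, put the offset of the runs at 0.23. Of 9 snoRNA host genes, 8 had a mean count within 20% of that of their snoRNAs combined. In these the deposited log2 fold change of the host exceeded that of its snoRNAs combined by a median of 0.08, from 0.07 to 0.09, and the recovered factors put that offset at 0.07. The host left out, lncRNA:CR42491, had 4.86 times the mean count of its snoRNA and so holds other reads, and differed by -1.27. No pair of this kind was found for tRNA.

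On the recovered factors, moving a log2 fold change to the microRNA scale required adding -0.43 for tRNA, -0.23 for other noncoding RNA and -0.15 for snoRNA. Libraries were matched between runs by their rank of depth within an arm. The log2 ratio of tRNA to microRNA size factor was 0.26, 0.31 and 0.09 in the control libraries and -0.06, -0.26 and -0.31 in the Sxl-RAC libraries. The arms did not overlap, which 3 against 3 libraries give by chance in 10% of cases, and the exact two-sided permutation test gave p = 0.1, the smallest that 20 divisions allow. Other noncoding RNA against microRNA, with a difference of -0.23, left the arms without overlap as well (exact permutation p = 0.1), so the separation was not particular to tRNA. For snoRNA against microRNA the arms overlapped (exact permutation p = 0.3). Set against snoRNA in place of microRNA, tRNA differed by -0.27, with a pooled standard deviation between libraries of 0.10 (exact permutation p = 0.1). The spread depends on the matching, the differences do not: of 36 possible matchings, 4 left the arms without overlap for tRNA against microRNA, 2 for other noncoding RNA against microRNA and 1 for tRNA against snoRNA.

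**Figure D2:**
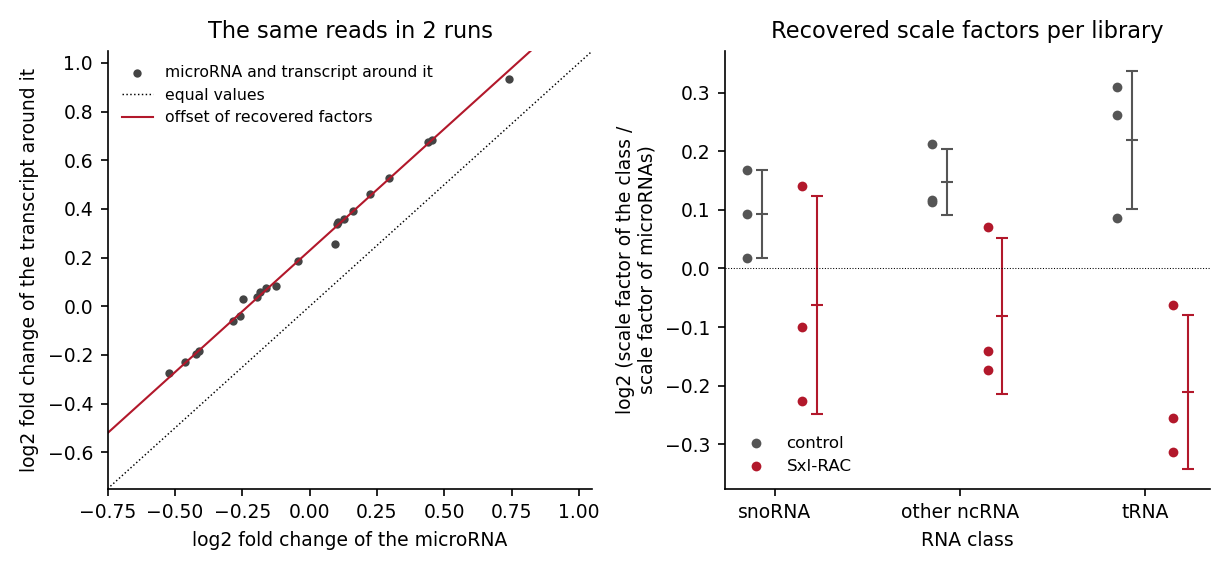
Left, log2 fold change of 22 microRNAs (x axis) and of the longer genes around them with the same mean count (y axis), 20 on the same and 2 on the opposite strand, both from the authors' deposited table; the dotted line marks equal values and the red line the offset of 0.23 from the recovered size factors. Right, log2 ratio of each class's recovered size factor to that of microRNA in 3 control (grey) and 3 Sxl-RAC (red) libraries, with mean and SD beside the points; for tRNA the 3 Sxl-RAC libraries lie between -0.31 and -0.06 and the control libraries between 0.09 and 0.31.

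The question of the series concerns nuclear tRNA genes most directly. Of 137 nuclear tRNA genes with an adjusted p in the authors' deposited table, 29 were called (21.2%), 20 higher and 9 lower. Among all other genes 29 of 991 were called (2.93%), giving an odds ratio of 8.91 (Fisher's exact test across genes, p = 2.66e-13). The background of that test was filtered unequally, since the tRNA run keeps genes from a mean count of 11.3 while the other noncoding RNA, snoRNA and snRNA runs keep genes with a mean count under 1, too low to be called. Against the 375 other genes with a mean count of at least 10, of which 29 were called (7.73%), the odds ratio was 3.2 (Fisher's exact test across genes, p = 5.97e-05). The excess does not hold against every class: 18 of 67 microRNAs and 3 of 12 mitochondrial tRNA genes with an adjusted p were called, shares no lower than that of nuclear tRNA. It rests on the rRNA, snRNA, snoRNA and other noncoding RNA genes. Their median standard errors were 0.25 to 0.33, against 0.12 for tRNA and 0.15 for microRNA, so fewer of their changes could be called. Both of Fisher's tests treat gene copies as independent, although identical copies share reads. Adjusted over the list alone, that is over the 277 nuclear tRNA genes with a p-value, 23 were called, 15 higher and 8 lower, all of them among the 29. The median log2 fold change of the 277 genes was -0.01 (95% bootstrap interval across genes -0.04 to 0.04). It lay at percentile 24.9 of random lists matched on mean count and at 87.5 of lists without matching. The separate scaling forces this median to lie near 0. On the microRNA scale that median was -0.44, and 89 of the 137 genes passed, 0 higher and 89 lower, where the uncertainty of the scale itself is not part of the test.

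The calls were concentrated in a few anticodon families. Nuclear tRNA genes with a mean count of at least 10 numbered 141 in 26 families, and 7 families held a called gene, 4 with calls higher and 3 with calls lower. Lysine tRNA genes made up 18 of the 29 calls (62.1%). All 13 Lys-CTT genes were called higher in the authors' deposited table, with a mean log2 fold change of 0.26 that fell to -0.17 on the microRNA scale, and 5 of 6 Lys-TTT genes were called higher, with a mean of 0.46 that became 0.03 on that scale. All 6 Glu-TTC genes were called lower with a mean of -0.30, and 2 of 14 Asp-GTC genes were called lower, directions that held on both scales. On the microRNA scale 10 of the 141 genes were above 0. The spread between copies differed by family. Over the 13 Lys-CTT genes the standard deviation was 0.02, while the authors' median standard error of a single gene was 0.09. In Asp-GTC it was 0.16 against a standard error of 0.09, and in Cys-GCA 0.26 against 0.11. The difference between Lys and Glu-TTC genes lies within the tRNA run and is the same on either scale.

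**Figure D3:**
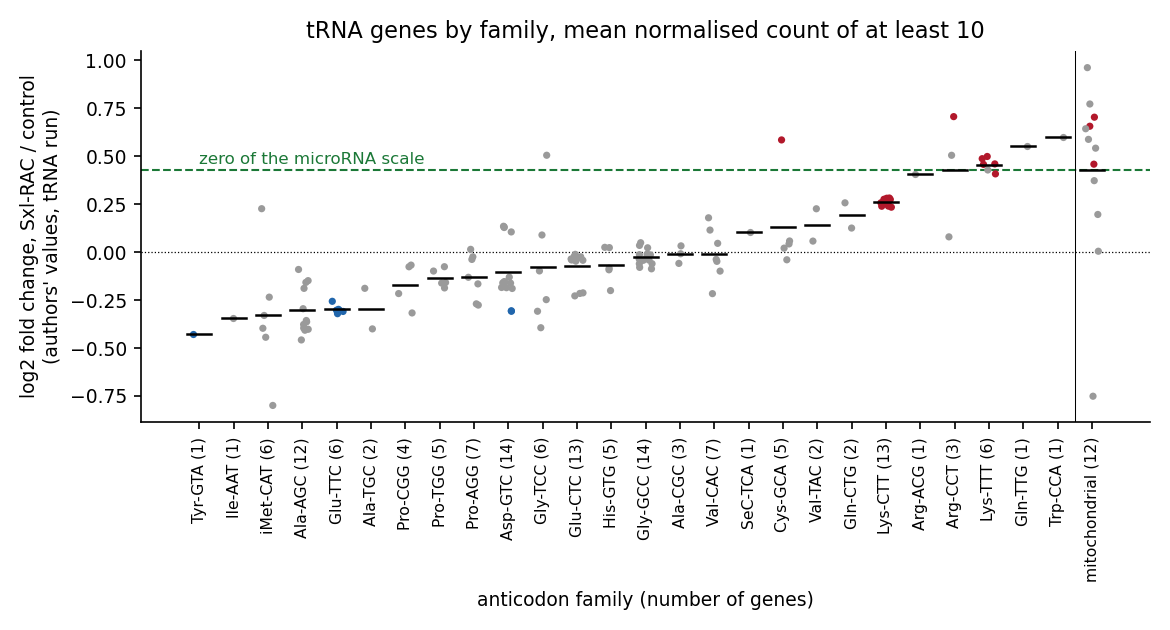
Log2 fold change, Sxl-RAC over control, of tRNA genes with a mean count of at least 10 in the authors' deposited table, by anticodon family in order of the family mean (black bars), with mitochondrial tRNA genes at the right. Red and blue points are called higher and lower. The green line at 0.43 is where 0 of the microRNA scale falls, so Lys-CTT genes lie above 0 on the deposited scale and below 0 on the microRNA scale, while the Glu-TTC and Tyr-GTA genes lie below 0 on both.

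The nuclear tRNA gene with the smallest adjusted p among those lower was tRNA:Tyr-GTA-1-9 (chromosome 2L, 7711476 to 7711661, overlapping an exon of Ntl on the same strand). Its log2 fold change in the authors' deposited table was -0.43 with a standard error of 0.09, at a mean count of 2255 and a DESeq2 adjusted p of 0.000104. The smallest adjusted p among those higher belonged to tRNA:Lys-TTT-1-1 (chromosome 2L, 8290727 to 8290799, in an intron of Btk on the opposite strand). Its deposited log2 fold change was 0.50 with a standard error of 0.13 (DESeq2 adjusted p 0.00482), and on the microRNA scale 0.07, where it no longer passed.

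Mitochondrial tRNA genes, made by the polymerase of that organelle, share a run and so a scale with nuclear tRNA genes. Of 12 with an adjusted p in the authors' deposited table, 3 were called, all higher, with log2 fold changes of 0.70 for mt:tRNA:Arg-TCG, 0.66 for mt:tRNA:Lys-CTT and 0.46 for mt:tRNA:Ser-GCT, the last 2 named after their values were seen. The median of the 22 mitochondrial tRNA genes was 0.51 (95% bootstrap interval 0.36 to 0.68), and 18 of the 22 were above 0. It exceeded the median of the 277 nuclear genes by 0.52 (permutation test over genes, p = 0.00396), a comparison added after the data were seen. Among genes with a mean count of at least 10, 12 mitochondrial and 141 nuclear, the difference was 0.61 (permutation p = 2e-05, the smallest the resamples can give). Both tests shuffled genes measured in the same libraries, so neither p-value covers the spread between libraries. The difference between mitochondrial and nuclear tRNA does not depend on the scale of the run. The position of mitochondrial tRNA against microRNA does: on the microRNA scale its median was 0.08, and mt:tRNA:Arg-TCG (mitochondrial genome, 6062 to 6124) was at 0.27 and no longer passed.

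Products of RNA polymerase III other than tRNA served as a further class. None of 104 such genes was called in the authors' deposited table, and 5 had an unadjusted p under 0.05. Their median was -0.02, but 96 of them were 5S rRNA genes that make up most of the rRNA run and so set its scale. The 2 genes of 7SL, the RNA of the signal recognition particle, had log2 fold changes of -0.45 (7SLRNA:CR32864) and -0.42 (7SLRNA:CR42652) in the deposited table, with standard errors of 0.20 and adjusted p of 0.971. For snRNA:7SKa the value was -0.63 with a standard error of 0.33 (adjusted p 0.968). These 3 genes were named after their values were seen. U6, RNase P and RNase MRP RNAs differed by less than 1 standard error, at mean counts of 10.7 to 26.0 where only large changes could be detected.

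For microRNAs, 80 of which had a mean count of at least 10, the median log2 fold change in the authors' deposited table was 0.02, and over all 168 with reads it was -0.05 (95% bootstrap interval -0.17 to 0.10). The median over 248 snoRNA genes was 0.05 (-0.01 to 0.16). The largest change of any called gene was that of mir-986 (chromosome 2R, 8444982 to 8445081, in an intron of Cyp4e2 on the same strand), with a log2 fold change of -6.20, a standard error of 0.59 and a DESeq2 adjusted p of 1.27e-23. With arms of equal size, its mean count of 96.1 corresponds to 189.6 normalised reads per control library and 2.57 per Sxl-RAC library. The 95% interval from the authors' standard error runs from 32.8-fold to 165-fold lower, and with so few Sxl-RAC reads the size of the fold is imprecise. Among called microRNAs the largest increase was that of mir-193 (chromosome 3L, 21574014 to 21574121), a log2 fold change of 0.92 with a standard error of 0.21 (DESeq2 adjusted p 0.000109). Abundant microRNAs moved less. Named after their values were seen, mir-1 and mir-7 were lower in the deposited table, with log2 fold changes of -0.46 and -0.48, and mir-14 and mir-8 were higher, with 0.45 and 0.29.

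Of the remaining called genes with the largest changes, 4 were lower. The noncoding RNA lncRNA:noe (chromosome 3L, 17400272 to 17401348, in an intron of blot on the same strand) had a log2 fold change of -1.69 with a standard error of 0.34 in the authors' deposited table (DESeq2 adjusted p 0.000166). The ribosomal precursor pre-rRNA:CR45856 (chromosome X, 23278007 to 23283731) was at -1.58 with a standard error of 0.25 (adjusted p 2.96e-08), on a scale set by the 5S genes of its run. The snoRNAs snoRNA:Me18S-A1576 (chromosome 2L, 9894795 to 9894907, in an intron of Uhg2) and snoRNA:Me18S-A425 (chromosome 3R, 11222841 to 11222924, overlapping RpL3) were at -0.73 and -0.67, and all 3 whose runs could be placed on the microRNA scale were lower there as well.

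Another 3 were higher. The gene tRNA:Arg-CCT-1-2 (chromosome 2R, 20000296 to 20000368) had a deposited log2 fold change of 0.71 with a standard error of 0.23 (DESeq2 adjusted p 0.0151), which became 0.28 on the microRNA scale and no longer passed. The other two were noncoding transcripts that hold microRNA reads. The transcript lncRNA:CR43651 (chromosome 2R, 9552844 to 9553940), with a log2 fold change of 0.68 in the authors' deposited table, had a mean count of 32094, and mir-14 inside its exon had 32365. The transcript lncRNA:CR43857 (chromosome 2L, 7423820 to 7425932), at 0.67, had a mean count of 625, and mir-275 inside its exon had 626. They are not separate observations from the microRNAs, whose own values were 0.45 for mir-14 and 0.44 for mir-275.

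Of the genes chosen by name, none was called in the authors' deposited table. The dosage compensation RNA lncRNA:roX1 was at -1.38 with a standard error of 0.49 at a mean count of 26.1 (adjusted p 0.298). Adjusted over the list alone, that is over the 5 of these genes with a p-value, it was the single gene to pass (0.0253). On chromosome X, where it lies, an exon of ec overlaps it on the opposite strand, and antisense genes are uncertain here: in 4 of 7 pairs on opposite strands both genes had the same mean count to within 10%. The value for lncRNA:roX2 was -0.15 at a mean count of 2.61, too low for any but a very large change to be detected. Bantam (mir-ban) was at 0.16 with a standard error of 0.07 (adjusted p 0.0975), let-7 (mir-let7) at -0.07 with a standard error of 0.15, and mir-124 at -0.12 with a standard error of 0.59 and no adjusted p, its mean count of 12.9 being under the filter of its run.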

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

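The number of genes with an adjusted p under 0.05 in the authors' deposited table, 58 (38 higher, 20 lower), stayed within 1.5 times of its value with a threshold of 0.1 (74), with 1 adjustment over genes of at least 10 mean counts (58), and after re-centring on the median of all genes (56), which moved every value by 0.01. It changed by more with a threshold of 0.01 (26; 15 higher, 11 lower), with a minimum absolute log2 fold change of 1 (3; 0 higher, 3 lower), with 1 adjustment over all classes (35; 22 higher, 13 lower), and on the microRNA scale (116; 12 higher, 104 lower). The first 2 are stricter by construction. With 1 adjustment over all classes, 31 of the 35 genes were among the 58. With 1 adjustment over genes of at least 10 mean counts, 51 of the 58 genes were the same as in the deposited table. On the microRNA scale the tRNA run accounts for 90 of the calls, all lower.

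The number of nuclear tRNA genes called, 29 (20 higher, 9 lower), was 37 with a threshold of 0.1 (21 higher, 16 lower) and 26 with 1 adjustment over all genes of at least 10 mean counts. It was 6 with a threshold of 0.01 (4 higher, 2 lower), 0 with a minimum absolute log2 fold change of 1 (0 higher, 0 lower), 9 with 1 adjustment over all classes (5 higher, 4 lower) and 89 on the microRNA scale (0 higher, 89 lower). Counted by anticodon family, 7 families held a called gene. Of the 20 genes called higher, 2 were called lower on the microRNA scale, while all 9 called lower were called lower there too. Of the 20, 14 were below 0 on the microRNA scale, and 0 were called higher there. Which scale is nearer to the amount of RNA per head cannot be read from these libraries, since no spike-in was used here.

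The median log2 fold change of nuclear tRNA genes, -0.01, stayed within 0.05 of 0 under the other filters, weights and centring: it was -0.042 with a minimum mean count of 10 and -0.046 with 1 value per anticodon family, both outside the bootstrap interval of the median. It was -0.44 on the microRNA scale. The mitochondrial tRNA median ran from 0.50 to 0.66 under the filters, weights and centring tried and was 0.084 on the microRNA scale. The microRNA median was 0.10 with a minimum mean count of 100. The snoRNA median was -0.032 with a minimum mean count of 100, -0.024 as a weighted mean and -0.10 on the microRNA scale. The median of the other RNA polymerase III products was -0.45 with a minimum mean count of 100, where 3 genes are left and the 5S genes are gone. The cause of the other shifts was not tested. The excess of mitochondrial over nuclear tRNA ran from 0.51 to 0.69 and no rescaling of the run can alter it.

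The odds ratio of nuclear tRNA calls against other genes fell from 8.91 to 3.2 with the other genes restricted to at least 10 mean counts, an alternative added later. Over the genes named by rule, under the other adjustments, centring and scale, and for this odds ratio, 55 comparisons kept their direction and their side of the threshold, and 6 changed: 5 weaker, 1 stronger and 0 reversed. Genes of the microRNA and rRNA runs do not move on the microRNA scale and were not counted there. Among the named genes, of which 12 were called, mir-ban also passed at a threshold of 0.1, tRNA:Arg-CCT-1-2 and lncRNA:CR43857 did not pass at 0.01, and mir-986, lncRNA:noe and pre-rRNA:CR45856 were the 3 left with a minimum absolute log2 fold change of 1. On the microRNA scale tRNA:Arg-CCT-1-2, tRNA:Lys-TTT-1-1, mt:tRNA:Arg-TCG and lncRNA:CR43857 no longer passed, and with 1 adjustment over all classes tRNA:Arg-CCT-1-2 did not pass. The stronger one was lncRNA:roX1, whose adjusted p ranged from 0.0464, with a minimum mean count of 10 and 1 adjustment, to 0.32 over these alternatives, and was 0.0253 when adjusted over the genes chosen by name alone.

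No paired analysis was possible because the result comes from the authors' pooled comparison, in which libraries carry no replicate number. For the same reason leaving out each replicate, other divisions of the libraries for the count of calls, and a second normalization of raw counts were not run. Depth limits what is detectable for low genes: the standard error of the log2 fold change was 0.46 for RNase P RNA and 0.74 for RNase MRP RNA, with a median of 0.37 for the 3 U6 genes, at mean counts of 10.7 to 26.0.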

Other observations

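Several tests were chosen after the results they bear on were seen: those of separate scaling, of chance and of a rise of microRNA alone. So were those of shared reads, of the surroundings of mir-986, of the mitochondrial rRNAs and of tRNA against snoRNA length. The test of low abundance and that of gene length in the snRNA run bear on patterns picked after the data were seen. Neither is counted as chosen before. The remaining tests were chosen before.

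Among genes of at least 10 mean counts, the median log2 fold change of each of the 6 runs of the deposited table lay within 0.07 of 0, as would follow if the authors scaled each RNA class by itself. Reads counted in 2 runs argue for that reading: longer noncoding genes exceeded the microRNAs inside their spans by 0.23 in the 15 pairs of at least 100 mean counts, a constant the recovered size factors had put at 0.23. A table of this kind can show which tRNA genes moved against other tRNA genes. It cannot show whether tRNA as a class moved, which is the question the title of the series raises.

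On a common scale nuclear tRNA reads were lower against microRNA reads in Sxl-RAC libraries, by 0.43 on the log2 scale. The spread between libraries is not excluded: the exact permutation p was 0.1, the smallest the design allows. Libraries were matched between runs by rank, which of 36 possible matchings gave the smallest pooled standard deviation (0.12), and 4 of the 36 leave the arms without overlap, while the difference itself is the same under any matching. A rise of microRNA alone cannot be excluded either, and other noncoding RNA was lower against microRNA too, by -0.23. Such a rise would leave tRNA level with snoRNA, while tRNA was lower than snoRNA by -0.27, but how that compares with the spread between libraries depends on the matching: the pooled standard deviation was 0.10 with matching by rank, the smallest of the 36, and up to 1.03 with others, and 1 of the 36 leaves the arms without overlap. Fewer fragments of longer RNAs in the Sxl-RAC libraries remain possible for the part shared with snoRNA. Across 108 snoRNA genes of 46 to 268 nucleotides, the log2 fold change fell with gene length (Spearman rho -0.194, permutation p 0.0441, adjusted over the 2 runs tested 0.0881, genes not being independent replicates). The part between tRNA and snoRNA, -0.27, goes against gene length, since tRNA genes were the shorter class with a median of 72 against 81 nucleotides, but it carries the same uncertainty of matching. The lengths of the sequenced fragments were not analysed here. The form of the molecule also stays open: a small RNA library takes up tRNA fragments and whole tRNA unequally, so a lower tRNA share may stand for less cleavage, for a change in base modification that blocks reverse transcription, or for less tRNA, and none of these was tested.

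Mitochondrial tRNA lay above nuclear tRNA in the same run. Low abundance of the mitochondrial genes is argued against, as 0 of 10000 nuclear lists matched on mean count reached their median (share 0.0001 with the observed list counted, the smallest the draws can give). That share compares genes within the same libraries, so the spread between libraries is not excluded. Whether there was more mitochondrial RNA of every kind cannot be told: mt:lrRNA and mt:srRNA were at -0.44 and -0.56, a mean of -0.50, in the rRNA run, whose scale is its own. An effect of Sxl-RAC on either class of tRNA remains an untested possibility. On the microRNA scale the same difference reads as a fall of nuclear tRNA with mitochondrial tRNA at 0.08, and 1 of the 12 mitochondrial genes with an adjusted p was called there, lower.

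Called tRNA genes came in blocks of the same family. Reads shared between gene copies may account for this, since in 12 of 17 families with at least 3 genes the standard deviation between copies was below the standard error of a single gene. That test cannot separate shared reads from copies regulated alike, because noise between libraries is common to all genes. If copies share reads, the count of families, 7 of 26, is nearer to the number of separate observations than the count of 29 genes. Shared reads also bear on 3 of the 4 called transcripts of the other noncoding RNA run (lncRNA:CR43651, lncRNA:CR43650 and lncRNA:CR43857). These had the mean count of the microRNA inside them (mir-14, mir-8 and mir-275), so their calls repeat microRNA calls.

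The fall of mir-986 stood far apart, with a log2 fold change of -6.20 against a median absolute value of 0.33 among called genes. A loss over the surrounding region, such as a deletion in the genetic background of a parental stock, could not be tested: 4 listed genes within 300 kb had reads, and 0 of them reached a mean count of 10. A difference of strain at the microRNA itself, where the transgene lines differ in background, and an effect of Sxl-RAC on this microRNA or on its host gene Cyp4e2 are both open. Reads over the locus, or the messenger RNA of Cyp4e2, would tell them apart, and neither was analysed here.

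Several long structured RNAs were lower. Picked after their values were seen, 7SL, 7SK, the mitochondrial rRNAs and the ribosomal precursors, 9 genes of 299 to 8118 nucleotides, had log2 fold changes from -1.58 to -0.42, and 6 had an unadjusted p under 0.05, with 1 called. Counting all genes of the rRNA and snRNA classes and of the other RNA polymerase III products at least as long, with a mean count of at least 10, 9 of 11 were lower, and RNase P RNA (0.05) and RNase MRP RNA (0.51) were higher, both within 1 standard error of 0. Transcripts of the other noncoding RNA class of that length and count went both ways, 24 lower and 32 higher of 56 on the deposited scale. Leaving out those around a listed small RNA, unless its mean count was low, left 17, of which 9 were lower and 8 higher. The transcript lncRNA:CR44504 stayed among the 17, although it spans mir-6-1 (mean count 3.98). On the microRNA scale 39 of the 56 and 13 of the 17 were lower. Fewer fragments of longer RNAs in the Sxl-RAC libraries, for example through RNA integrity or size selection, may account for part of this. The balance of the noncoding transcripts on the deposited scale cannot argue against it. These 56 are most of the 62 genes of at least 10 mean counts in their run, which was scaled by itself. Within the snRNA run the trend with gene length had the matching sign without passing a test (24 genes, Spearman rho -0.207, permutation p 0.331, adjusted 0.331). Such a loss of fragments stays open beside a change of these RNAs and, for genes of the rRNA run, beside the scale of that run.

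Because Sxl switches off dosage compensation when present in early male embryos, a lower output of the X chromosome was looked for. The 8 X-linked microRNAs with a mean count of at least 10 had a median log2 fold change of 0.02, as did the 72 autosomal ones (permutation p 0.971). The bootstrap interval of the difference, -0.30 to 0.19, was drawn over genes and leaves out the spread between libraries. It does not reach a halving of these 8 microRNAs in the whole head. On the output of the X chromosome it cannot decide, as it rests on 8 genes. A smaller fall, or a fall in a few cells, is not excluded either. The low value of lncRNA:roX1, -1.38, did not pass the authors' adjustment and stood alone among the X-linked genes chosen in advance, with lncRNA:roX2 near its detection limit.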
